# Impaired Glucocorticoid Receptor Signaling Aggravates Lung Injury after Hemorrhagic Shock

**DOI:** 10.3390/cells11010112

**Published:** 2021-12-30

**Authors:** Jonathan M. Preuss, Ute Burret, Michael Gröger, Sandra Kress, Angelika Scheuerle, Peter Möller, Jan P. Tuckermann, Martin Wepler, Sabine Vettorazzi

**Keywords:** glucocorticoid receptor, homodimer, hemorrhagic shock, resuscitation

## Abstract

We previously showed that attenuated lung injury after hemorrhagic shock (HS) coincided with enhanced levels of the glucocorticoid (GC) receptor (GR) in lung tissue of swine. Here, we investigated the effects of impaired GR signaling on the lung during resuscitated HS using a dysfunctional GR mouse model (GR^dim/dim^). In a mouse intensive care unit, HS led to impaired lung mechanics and aggravated lung inflammation in GR^dim/dim^ mice compared to wildtype mice (GR^+/+^). After HS, high levels of the pro-inflammatory and pro-apoptotic transcription factor STAT1/pSTAT1 were found in lung samples from GR^dim/dim^ mice. Lungs of GR^dim/dim^ mice revealed apoptosis, most likely as consequence of reduced expression of the lung-protective *Angpt1* compared to GR^+/+^ after HS. RNA-sequencing revealed increased expression of pro-apoptotic and cytokine-signaling associated genes in lung tissue of GR^dim/dim^ mice. Furthermore, high levels of pro-inflammatory cytokines and iNOS were found in lungs of GR^dim/dim^ mice. Our results indicate impaired repression of STAT1/pSTAT1 due to dysfunctional GR signaling in GR^dim/dim^ mice, which leads to increased inflammation and apoptosis in the lungs. These data highlight the crucial role of functional GR signaling to attenuate HS-induced lung damage.

## 1. Introduction

Glucocorticoids (GCs) are frequently used to treat inflammation due to their anti-inflammatory effects mediated via the glucocorticoid receptor (GR) [1]. The ligand-bound GR as a transcription factor impacts gene expression of anti- and pro-inflammatory genes in different multimerization states. GR homodimer binds glucocorticoid-response elements (GRE) while monomeric GR either binds DNA half-sites (half GRE) or tethers transcription factors [2]. GR dimerization was shown to be responsible for the GC dependent induction of anti-inflammatory genes [3] such as *Tsc22d3* (GILZ) [4] and *Dusp1* (MKP-1, DUSP1) [5]. Monomeric GR represses inflammatory signaling pathways, e.g., by tethering pro-inflammatory transcription factors such as NFκB [6] or AP-1 [7]. We previously showed that functional GR is crucial for the resolution of systemic inflammation (endotoxemia) [8]. However, this mouse model was performed under non-intensive care conditions while patients usually receive intensive care management during systemic inflammation. Using a mouse model with affecting complete GR dimerization capacity induced by a point mutation in the DNA-binding domain (DBD) of the GR (GR^dim/dim^ mice [2,9]), we recently showed that impaired GR aggravates pulmonary dysfunction during endotoxemia under intensive care management [10]. Furthermore, in a large-animal model of arteriosclerotic swine undergoing hemorrhagic shock (HS) followed by resuscitation in an intensive care unit (ICU) setting, we found that sodium thiosulfate dependent attenuation of lung damage coincided with increased GR expression in the lungs [11]. This raised the question of the role of GR during HS-induced lung injury. Therefore, we investigated the effects of impaired GR in HS using the GR^dim/dim^ mouse model subjected to severe HS by withdrawal of ~30% blood volume for 1 h. Subsequently, mice were resuscitated in a mouse ICU (MICU) by support of fluids and norepinephrine, controlled body temperature and lung-protective ventilation as described before [10]. Here, we found in lung tissue of GR^dim/dim^ mice, enhanced levels of the transcription factor STAT1/pSTAT1, which possibly led to a reduced expression of angiopoietin-1 (*Angpt1*). *Angpt1* was shown to inhibit apoptosis after HS [12], and the reduced *Angpt1* expression coincided with an enhanced apoptosis of GR^dim/dim^ lung tissue after HS. Likewise, increased STAT1/pSTAT1 possibly enhanced the production of the pro-inflammatory cytokines and inducible nitrogen oxide synthase (iNOS) in lung tissue of GR^dim/dim^ mice. We here found that dysfunctional GR impaired lung compliance and aggravated HS-induced lung inflammation possibly via a newly proposed GR-STAT1-iNOS/*Angpt1* signaling pathway.

## 2. Materials and Methods

### 2.1. Animal Housing

The study was performed in adherence with the National Institutes of Health Guidelines on the Use of Laboratory Animals and the European Union “Directive 2010/63 EU on the protection of animals used for scientific purposes” and approved by the federal authorities for animal research of the Regierungspräsidium Tübingen, Baden-Wuerttemberg, Germany. GR^dim/dim^ mice (Nr3c1^tm3Gsc^ [9], background 129/SvEv × C57BL/6) and littermate control GR^+/+^ mice were kept in an animal facility at Ulm University. The mice were housed under standardized conditions (light/dark cycle of 12 h/12 h). For the experiments, mice were equally distributed in terms of age, body weight and sex. All animals were between 10 and 16 weeks old and weighed between 23 g and 34 g. In total, 7 GR^+/+^ mice (3 male, 4 female) and 9 GR^dim/dim^ mice (4 male, 5 female) were used. The HS experiments were done independently with one mouse per day.

### 2.2. Mouse Intensive Care Unit (MICU)

The in vivo experiments were performed in the MICU as described elsewhere [13]. In short, animals were anesthetized with sevoflurane inhalation (2.5% sevoflurane, Abbott, Wiesbaden, HE, Germany) and subsequently with intraperitoneal injection (i.p.) of ketamine (120 µg/g, Ketanest-S, Pfizer, New York City, NY, USA), midazolam (1.25 µg/g, Midazolam-ratiopharm, Ratiopharm, Ulm, BW, Germany) and fentanyl (0.25 µg/g, Fentanyl-hameln, Hameln Pharma Plus GmbH, Hameln, NI, Germany). Throughout the experiment, the animals received intra venous (i.v.) continuous infusion of 30 µg/g*h ketamine and 0.3 µg/g*h fentanyl to guarantee deep sedation. Catheters were installed into the jugular vein, the carotid artery, the femoral artery and the bladder. Body temperature was kept permanently at 37.0–37.5 °C via a closed-loop system [13]. Lung-protective ventilation was performed with a small animal ventilator (FlexiVent, SCIREQ, Montreal, QC, Canada) via trachestomy using FiO_2_ 21%, respiratory rate of 150/min, tidal volume of 6 mL/kg and a ratio of 1:2 for inspiratory to expiratory time. If necessary, ventilation was adjusted to maintain arterial PCO_2_ at 30–45 mmHg. Positive end-expiratory pressure (PEEP) was adjusted according to the Horovitz Index (PO_2_/FiO_2_ > 300 mmHg: PEEP = 3 cmH_2_O, PO_2_/FiO_2_ < 300 mmHg: PEEP = 5 cmH_2_O, PO_2_/FiO_2_ < 200 mmHg, PEEP = 8 cmH_2_O). Every hour, a recruitment maneuver was performed (18 cmH_2_O for 5 s) to avoid anesthesia or supine-position-induced atelectasis.

### 2.3. Hemorrhagic Shock (HS) Model

HS was induced by reduction of the mean arterial blood pressure (MAP) to 35 mmHg for 1 h via withdrawal of 30–40% of the total blood volume (20–30 µL/g) from the femoral artery. Coagulation of the withdrawn blood was prevented by addition of citrate. The blood was re-transfused after 1 h and mice were resuscitated for 4 h with infusion of 20 µL/g∗h colloids (Voluven^®^, Fresenius Kabi Deutschland GmbH, Bad Homburg, HE, Germany) and administration of norepinephrine (maximal infusion rate 1.5 µg/g∗h) to keep MAP > 55 mmHg. The mice were euthanized at the end of the resuscitation for sample collection.

### 2.4. Western Blot

Lung samples were taken at the end of the experiment and quick frozen on dry ice. After lysis in EDTA-free buffer, lungs were homogenized using a tissue homogenizer (Precellys^®^, PEQLAb Biotechnologie GmbH, VWR, Erlangen, BY, Germany) and total protein concentration was determined with Pierce^®^ BCA Protein Assay Kit (Thermo Scientific^TM^, ThermoFisher Scientific, Rockford, IL, USA). Proteins were separated using 10% SDS-PAGE and blotted on nitrocellulose membrane (Trans-Blot Turbo Transfer System, Bio-Rad, Feldkirchen, BY, Germany) with Bio-Rad Trans-Blot Turbo System. After blocking with 5% BSA for 1 h at room temperature, iNOS was detected with anti-mouse rabbit antibody (sc-651, Santa Cruz Biotechnology Inc., Heidelberg, BW, Germany), STAT1 was detected with anti-mouse rabbit antibody (9172, Cell Signaling Technology, Danvers, MA, USA), phosphorylated STAT1 (Tyr701, pSTAT1) was detected with anti-mouse rabbit antibody (Cell Signaling Technology, 9167) and osteopontin was detected with anti-mouse mouse antibody (LFMb-14, Santa Cruz Biotechnology Inc., Heidelberg, BW, Germany). All primary antibodies were diluted 1:500 in 5% BSA in TBST. Incubation with primary antibody was over night at 4 °C. As loading control, β-actin (A2228, Sigma-Aldrich, Saint Louis, MO, USA) or vinculin (sc-73614, Santa Cruz Biotechnology Inc., Heidelberg, BW, Germany) was detected using anti-mouse mouse antibody diluted 1:1000 in 5% BSA in TBST. Primary rabbit antibodies were detected with HRP-coupled secondary anti-rabbit goat antibody (65-6120, Invitrogen, Carlsbad, CA, USA) and primary mouse antibodies with anti-mouse rabbit HRP-coupled secondary antibody (P0161, Dako, Agilent, Santa Clara, CA, USA). For all washing and dilution steps, 0.1% TBST was used. Blots were developed using Immobilion Forte (WBLUF0500, Merck Millipore, Burlington, MA, USA) and ImageLab Software 5.2. Quantification was done by mean intensity determination using ImageJ 1.52a. Final arbitrary units were calculated using the ratio of the mean band intensity from the target protein to β-actin or to vinculin. Only samples of GR^dim/dim^ and GR^+/+^ run together on the same gel were used for analysis.

### 2.5. Bulk RNA-Sequencing of Lung Tissue

From three animals of each genotype (GR^+/+^: two female, one male, GR^dim/dim^: one female, two male) RNA was isolated from lung tissue samples obtained at the end of experiment. Bulk mRNA-sequencing was performed by Novogene (Novogene, Cambridge, UK). Expression data were analyzed with the DESeq2 package [14], principal component analysis (PCA) with the pcaExplorer package [15]. Data were visualized using the EnhancedVolcano package (Blighe, Rana and Lewis (2018)) and the ComplexHeatmap package [16]. For gene ontology (GO) analysis, PANTHER [17] and the generic GO term mapper of Princeton University was used.

### 2.6. Histology

Histological analysis hematoxylin and eosin stained lung sections were independently performed by two experienced pathologists (A.S. and P.M.) blinded for group assignment. Similar to previous studies [10,18], analyzed criteria comprised thickening of alveolar membranes, dystelectasis, emphysema, inflammatory cell (lymphocytes and macrophages) infiltration and inflammatory alterations. Alveolar membrane thickening was scored from 1 (marginally enlarged) to 4 (maximally enlarged) in the analyzed specimens. Dystelectasis was scored according to appearance of dystelectasis (+1), fresh bleeding (+5) and presence of oedema (+15), which were added to the total score presented. Appearance of emphysema was scored from 1 (mild) to 3 (significant). Intensity of presence of lymphocytes was scored from 1 (low) to 4 (profound). Macrophages were counted according to their appearance in 10 high-power field (HPF) and inflammatory alteration was scored from 1 (minimal) to 5 (maximal alteration) in the analyzed specimen. Per mouse, two lung slices as technical replicates were analyzed.

### 2.7. Immunohistochemical (IHC) Detection of Lung Albumin Level as Indicator for Vascular Permeability

Albumin was detected by IHC on paraffin fixated lung slices from 9 GR^dim/dim^ mice and 6 GR^+/+^ mice. Per mouse, two lung slices were analyzed as technical replicates. After deparaffination and rehydration, for antigen retrieval, slides were incubated 25 min in hot 1× citrate buffer pH 6.0 (C9999, Sigma-Aldrich, Saint Louis, MO, USA). Slices were blocked with blocking reagent (Merck Millipore, 20773) for 2 h at 4 °C, followed by albumin detection using anti-mouse rabbit antibody (Proteintech, 16475-1-AP) diluted 1:150 and incubated over night at 4 °C. The next day, endogenous peroxidases were deactivated by 15 min incubation in 0.3% H_2_O_2_ and endogenous avidin and biotin was saturated by incubation with avidin/biotin blocking (SP-2001, Vector Laboratories Inc., Burlingame, CA, USA) 15 min each. Primary antibody was detected with biotinylated anti-rabbit goat antibody (BA-100, Vector Laboratories Inc., Burlingame, CA, USA) diluted 1:800 and incubated 2 h at 4 °C followed by incubation with 1:300 diluted streptavidin-coupled peroxidase (Vector Laboratories, Inc., Burlingame, CA, USA) for 1 h at 4 °C. Subsequent incubation with 3,3′-diaminobenizidin (DAB, SK-4105, Vector Laboratories Inc., Burlingame, CA, USA) was done for 45 s per slice. DAB incubation was terminated by washing with running tap water. For counter-staining, slices were incubated with hematoxylin (H-3401, BIOZOL, Eching, BY, Germany) for 5 min followed by staining differentiation with 2% glacial acetic, solution A (25% NH_4_OH diluted 1:56 in 70% ethanol) and solution B (25 NH_4_OH diluted 1:250 in tap water). After dehydration, slices were mounted (Eukitt mounting medium, 03989, Sigma-Aldrich, Saint Louis, MO, USA) and pictures were taken with 4× magnification. For analysis, from each technical replicate, one picture was taken and DAB stained area was determined after color deconvolution and threshold adjustment in ImageJ. For quantification, the mean of the two technical replicates per mouse were used.

### 2.8. Assessment of Relative mRNA Expression with Quantitative real Time Polymerase Chain Reaction (qRT-PCR)

Lung samples of GR^dim/dim^ mice and GR^+/+^ mice were prepared for qRT-PCR by homogenization in TRIzol (15596026, Invitrogen, Carlsbad, CA, USA) with tissue homogenizer (Precellys^®^) according to the manufacturer’s protocol. RNA was transcribed to cDNA using SuperScript^TM^ reverse transcriptase (18080044, Invitrogen, Carlsbad, CA, USA). qRT-PCR was performed with Platinum SYBR Green (11733038, Invitrogen, Carlsbad, CA, USA) with ViiA^TM^ 7 Real-Time PCR System (Life technologies, Carlsbad, CA, USA) and QuantStudio Real-Time PCR software. mRNA expression of *Spp1* (forward primer: 5′ CAGTGATTTGCTTTTGCCTGT 3′, reverse primer: 5′ CTCCTCTGAGCTGCCAGAAT 3′) and *Angpt1* was quantified with ΔΔCT method by normalization to *β-actin* (forward primer: 5′ GCACCAGGGTGTGATGGTG 3′, reverse primer: 5‘ CCAGATCTTCTCCATGTCGTCC 3′) and *ribosomal protein large* (*RPL*) (forward primer: 5′ CCTGCTGCTCTCAAGGTT 3′, reverse primer: 5′ TGGCTGTCACTGCCTGGTACTT 3′). In total, samples of all 9 GR^dim/dim^ were analyzed and samples of 6 GR^+/+^ mice were analyzed due to restriction of material from one GR^+/+^ mice. Every sample was measured as triplicate and the mean of all three technical replicates was used for quantification.

### 2.9. TUNEL Assay for Apoptosis Measurement

Lung sections of all 9 GR^dim/dim^ and 7 GR^+/+^ mice were assayed for apoptosis with in situ cell death detection kit (11684795910, Roche, Mannheim, BW, Germany) according to manufacturer’s protocol. In short, paraffin lung sections were deparaffined and dehydrated prior to permeabilization. DNA strand breaks were detected as marker for apoptosis by labeling with fluorescein-coupled dUTP. The sections were mounted in DAPI-enriched mounting medium (VEC-H-1200, Vectashield, BIOZOL, Eching, BY, Germany). Fluorescein fluorescence intensity of 40× pictures was measured only in the nuclei identified by DAPI staining using CellProfiler [19]. Of each lung slice from the 9 GR^dim/dim^ and 7 GR^+/+^ mice, three pictures from distinct areas of the lung slice were analyzed. The mean nuclear fluorescent signal of all three pictures were used for quantification.

### 2.10. Bio-Plex Based Measurement of Cytokines and Chemokines

Cytokines and chemokines were determined in bronchoalveolar lavage (BAL) samples using a Bio-Plex Pro Mouse Cytokine 23-plex Assay (Group I) (Bio-Rad, Feldkirchen, BY, Germany) as described elsewhere [20]. For readout, a Bio-Plex 200 machine (Bio-Rad, Feldkirchen, BY, Germany) was used with respective analysis software (Bio-Plex Manager TM 6.1, Bio-Rad, Hercules, CA, USA).

### 2.11. Statistics and Graph Visualization

Statistical analysis and graphs were made with GraphPad Prism 8.0.1 (GraphPad Software, La Jolla, CA, USA). For statistics, unpaired Mann–Whitney was used. Significant outliers were detected using GraphPad Grubbs test for outliers and removed from the analysis. Data are presented by mean and standard error of the mean (SEM). Asterisk annotation was used according to * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

## 3. Results

### 3.1. Functional GR Is Crucial for Lung Mechanics after Hemorrhagic Shock

The consequences of impaired GR signaling on the lungs after HS were examined in a mouse intensive care unit (MICU). After instrumentation for thoracic lung-protective ventilation and catheters, GR^dim/dim^ and GR^+/+^ underwent severe [21] HS for 1 h with a reduced mean arterial blood pressure (MAP) of 35 mmHg by withdrawal of 30–40% arterial blood. Afterwards, the shed blood was re-transfused and mice were resuscitated for 4 h with support of fluids and norepinephrine (Figure 1a). After HS, GR^dim/dim^ mice had a significantly lower lung compliance compared to GR^+/+^ (Figure 1b). However, immunohistochemical investigation of albumin as marker for vascular permeability revealed no differences between lung sections from GR^dim/dim^ and GR^+/+^ mice (Supplementary Figure S1a–g). For further investigation, we examined pathological impairments of lung sections via histological analysis (Figure 1c–f). Lungs were scored according to their damage as seen by alveolar membrane thickening, dystelectasis, emphysema, the appearance of lymphocytes and macrophages, and inflammatory alteration. The lungs of GR^dim/dim^ mice showed a trend towards thicker alveolar membranes compared to lungs of GR^+/+^ after HS (Table 1). These findings coincided with tendencies towards blood gas imbalances of GR^dim/dim^ mice as seen by trends of increased arterial partial carbon dioxide pressure (PCO_2_, Supplementary Figure S1h) and decreased Horovitz Index (arterial partial pressure of oxygen divided by the fraction of inspiratory oxygen concentration, Supplementary Figure S1i). These lung impairments may have been the reason why only 77.78% of the GR^dim/dim^ mice survived while 100% of the GR^+/+^ mice survived until the end of the experiment (Supplementary Figure S1j).

### 3.2. RNA-Sequencing of Lung Tissue Samples from GR^dim/dim^ and GR^+/+^ Mice

In order to assess potentially differential regulated genes that contributed to the impaired lung mechanics in GR^dim/dim^ mice after HS, lung tissue from GR^dim/dim^ and GR^+/+^ mice was further investigated by RNA-sequencing (three samples each). 

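GR dim/dim mice carry a point mutation in the GR gene, *Nr3c1*, that impairs dimerization of the receptor. The 6 mice, 3 per genotype, had been kept in HS for 1 h at a mean arterial pressure of 35 mmHg and resuscitated for 4 h before the lungs were taken. The paper gives 2 female and 1 male GR+/+ mice and 1 female and 2 male GR dim/dim mice. Each lung gave one library of poly(A)-captured RNA. The authors deposited the number of reads counted on each of 54532 Ensembl genes, without normalization. The gene coordinates are those of the mouse genome build GRCm38, and the paper's text does not name the aligner, the counting tool or the use of strand. The counts per library summed to 16638859, 16361747 and 32082940 in GR+/+ replicates 1, 2 and 3 (median 16638859). They summed to 18308562, 24444604 and 15687734 in GR dim/dim replicates 1, 2 and 3 (median 18308562). No pair of libraries held the same values, and replicates of a genotype differed by more than sampling noise. From these counts, 16568 genes with enough reads (edgeR's filterByExpr) were tested for a difference between genotypes. Libraries were scaled by the TMM method, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was applied. DEGs were genes with an adjusted *p*-value under 0.05 and a log2 fold change beyond 0.5 in either direction, the thresholds of the paper's Figure 2a. Levels are given as counts scaled to a library total of 1000000 (CPM). With 3 lungs against 3, an exact permutation test of a single value cannot give a *p*-value below 0.1. The choices that could change the number of DEGs are the tool, the filter on low counts and whether sex enters the model.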

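The distance between libraries was computed as the Euclidean distance of log2 CPM over the 500 most variable genes. Its mean was 46.2 ± 5.86 (SD) over the 9 pairs of different genotype. Pairs of GR+/+ libraries had a mean distance of 37.5 ± 3.79 (SD, 3 pairs), and pairs of GR dim/dim libraries one of 44 ± 4.17 (SD, 3 pairs). The pairs share libraries and are not independent. The mean distance between genotypes was 1.13 times that within genotypes. Of the 10 ways to split the 6 libraries into 3 and 3, 2 gave a ratio as large (one-sided exact permutation test, *p* = 0.2, with 0.1 the smallest that 3 against 3 allow). The *p*-value of this test was 0.1 over all genes (ratio 1.09), without the genes of the X and Y chromosomes (1.18) and without any one GR dim/dim library (1.14 to 1.21). It was 0.2 with RLE scaling (1.13) and without GR+/+ replicate 1 (1.12) or 2 (1.06), and 0.3 without GR+/+ replicate 3 (1.06). Clustering of the same distances by complete linkage into 2 clusters put all GR+/+ libraries into one and all GR dim/dim libraries into the other.

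**Figure D1:**
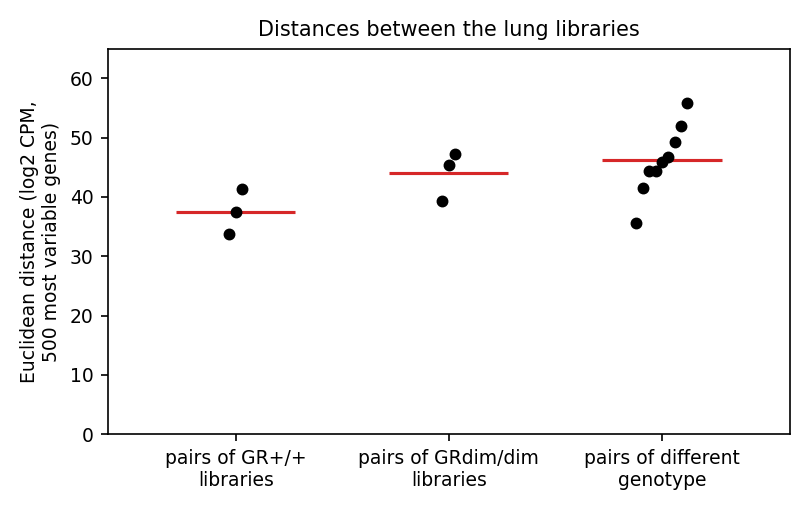
Euclidean distance (log2 CPM, 500 most variable genes) for each pair of lung libraries, as points, grouped into pairs of GR+/+ libraries, pairs of GRdim/dim libraries and pairs of different genotype. Red lines are the means of 37.5, 44 and 46.2, and the points of the 3 kinds of pair overlap.

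The first principal component of the same values carried 37.5% of the variance. On it, the GR+/+ libraries lay at 1.03, -12.1 and -27.8 and the GR dim/dim libraries at 17.8, -3.39 and 24.5, so that GR dim/dim replicate 2 lay among the GR+/+ libraries (two-sided exact permutation test, *p* = 0.2). With DESeq2's variance-stabilizing transformation in place of log2 CPM, the ratio was 1.21 and no other split was as large (exact permutation test, *p* = 0.1). On its first component, with 42.2% of the variance, all GR dim/dim libraries (3.32 to 14.8) then lay above all GR+/+ libraries (-18.4 to -2.53).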

Principal component analysis (PCA) (Supplementary Figure S2a) and Euclidean distance clustering (Supplementary Figure S2b) showed that the gene expression profile differed more between genotypes than between samples of the same genotype. RNA-sequencing revealed 270 genes that exceeded the threshold for significantly (*p* < 0.05) differentially expressed genes (DEGs) between GR^dim/dim^ and GR^+/+^ lung tissue samples (Figure 2a). 

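Of the 16568 genes tested with edgeR, 28 were DEGs. DESeq2 with default settings, applied to the same counts, gave 274 DEGs, and 27 of the 28 were among them in the same direction. The number moved most when no filter was applied to low counts, to 522 DEGs among 31368 genes. When each library was left out in turn, edgeR gave between 4 and 22 DEGs, with 4 without GR+/+ replicate 2.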

Normalization of the DEGs to their expression profile in GR^+/+^ lungs resulted in 128 upregulated and 142 downregulated genes in lung samples from GR^dim/dim^ mice (Figure 2a). 

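The 28 DEGs were 12 with higher and 16 with lower expression in GR dim/dim lungs, and 22 of them were protein-coding. *Tnfrsf10b*, a TRAIL receptor gene (ENSMUSG00000022074, chromosome 14 of GRCm38 from 69767472 to 69784411), had the smallest adjusted *p*-value among the higher genes. Its level was 107 ± 4.66 CPM (SD, n = 3) in GR dim/dim and 39.3 ± 3.12 CPM (SD, n = 3) in GR+/+ lungs, a log2 fold change of 1.45 (standard error 0.15, adjusted *p* = 0.00920 from edgeR). Short sequences shared with other genes make up 15.7% of its transcript. The next were *Tmem252*, *Gm22918*, *Mpp3* and *Fxyd6*, with log2 fold changes of 2.06, 4.98, 1.99 and 1.66 and standard errors of 0.23, 0.57, 0.23 and 0.22. The whole sequence of *Gm22918*, annotated as a miRNA, also occurs in other annotated genes, so its reads cannot be assigned to it with certainty.

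Among the lower genes, *Sult1a1*, a sulfotransferase gene (ENSMUSG00000030711, chromosome 7 from 126672865 to 126676432), fell from 123 ± 20.1 CPM (SD, n = 3) in GR+/+ to 26.1 ± 4.37 CPM (SD, n = 3) in GR dim/dim lungs. Its log2 fold change was -2.23 (standard error 0.20, adjusted *p* = 0.00337 from edgeR), and 10.7% of its transcript is shared with other genes. *Cyp1a1*, *Pdk4* and *Ptgs1* had log2 fold changes of -3.59, -1.51 and -1.29 with standard errors of 0.38, 0.17 and 0.16, and 5.70% of the *Cyp1a1* transcript is shared with its paralog *Cyp1a2*. Of these genes, *Sult1a1* and *Cyp1a1* were DEGs in all 6 fits that each left out one library, whereas *Ptgs1* was in 2 and *Fxyd6* in 1 of them. DESeq2 divided its DEGs into 132 higher and 142 lower genes.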

Relative expression (z-score) of all DEGs between the lung samples of GR^dim/dim^ and GR^+/+^ mice is displayed as a heatmap in Figure 2b. The complete list of all DEGs with *p*-values and log_2_ fold change can be found in Supplementary Table S1 and at GSE192414. 

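Of the 270 genes listed by the paper, 269 were matched by name to the deposited counts and 265 passed the filter on low counts. All 265 changed in the listed direction and had an unadjusted *p*-value under 0.05 in edgeR's quasi-likelihood test, which was applied to the libraries the list was made from. After adjustment over all genes tested, the 28 DEGs remained, all of them listed. DESeq2 with default settings called 267 of the listed genes in the listed direction.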

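The mutated gene itself, *Nr3c1* (ENSMUSG00000024431, chromosome 18 from 39410545 to 39491301), was expressed at 148 ± 12.2 CPM (SD, n = 3) in GR+/+ and 143 ± 20.2 CPM (SD, n = 3) in GR dim/dim lungs. Its log2 fold change was -0.05 (standard error 0.17, adjusted *p* = 0.961 from edgeR), and gene counts do not show a point mutation. The paper's Figure 2c draws 4 genes as targets of GR. *Fkbp5* (chromosome 17 from 28399094 to 28517527) fell from 110 ± 37.6 CPM (SD, n = 3) in GR+/+ to 46.1 ± 7.72 CPM (SD, n = 3) in GR dim/dim lungs, a log2 fold change of -1.25 (standard error 0.25, adjusted *p* = 0.103 from edgeR). *Klf9* (chromosome 19 from 23141226 to 23166911) fell from 247 ± 44.9 to 112.6 ± 32.5 CPM (SD, n = 3 each), with a log2 fold change of -1.13 (standard error 0.24, adjusted *p* = 0.131 from edgeR). *Tsc22d3* (chromosome X from 140539528 to 140600659) fell from 248 ± 63.2 to 125 ± 22.8 CPM (SD, n = 3 each), with a log2 fold change of -0.99 (standard error 0.23, adjusted *p* = 0.175 from edgeR). *Ccl20* (chromosome 1 from 83116766 to 83119167) fell from 15.5 ± 1.65 to 5.63 ± 2.97 CPM (SD, n = 3 each), with a log2 fold change of -1.46 (standard error 0.34, adjusted *p* = 0.185 from edgeR). Every GR dim/dim library lay below every GR+/+ library for all 4 genes (exact permutation test, *p* = 0.1 each, the smallest that 3 against 3 allow). None of the 4 was a DEG with edgeR when adjusted over all genes tested, while all 4 had an unadjusted *p*-value under 0.05. All 4 also passed when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same lungs. DESeq2 called all 4. Without GR dim/dim replicate 1, *Ccl20* passed in edgeR with a log2 fold change of -1.97 (adjusted *p* = 0.0375, with a range from 0.000266 to 0.391 over all alternatives). With a covariate for sex-linked expression, *Fkbp5* passed in edgeR with a log2 fold change of -1.44 (adjusted *p* = 0.0338, with a range from 1.04e-06 to 0.286 over all alternatives).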

Impaired GR signaling in GR^dim/dim^ lungs was verified by reduced expression of GR target genes such as *Tsc22d3*, *Ccl20*, *Fkbp5* [4] and *Klf9* [22] (Figure 2c). The RNA expression profiling showed that dysfunctional GR heavily impacted gene expression in the lungs of GR^dim/dim^ mice after HS.

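Before adjustment for the number of genes, 1590 of the 16568 genes tested had a *p*-value under 0.05 in edgeR's quasi-likelihood test, 814 of them higher and 776 lower in GR dim/dim lungs. The libraries of the genotypes did not overlap in 2456 genes, or 14.8% of those tested, where chance gives 10% for 3 lungs against 3. The paper takes the lower expression of the GR target genes as verification of impaired GR signaling. From the RNA profile as a whole, the paper then concludes that the dysfunctional receptor had a strong effect on lung gene expression, and it turns to single DEGs.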

### 3.3. Enhanced Apoptotic Processes in GR^dim/dim^ after HS

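*Spp1*, the gene of osteopontin (ENSMUSG00000029304, chromosome 5 of GRCm38 from 104435118 to 104441050), was expressed at 152 ± 53.3 CPM (SD, n = 3) in GR+/+ and 6.39 ± 3.07 CPM (SD, n = 3) in GR dim/dim lungs. The single GR+/+ libraries had 103, 209 and 146 CPM and the single GR dim/dim libraries 9.70, 3.66 and 5.81 CPM, so the genotypes did not overlap (exact permutation test, *p* = 0.1, the smallest possible). The log2 fold change was -4.58 (standard error 0.39, adjusted *p* = 0.00337 from edgeR). By *p*-value, *Spp1* ranked 2 among the lower genes in edgeR's test and 1 in DESeq2's. Left-out libraries moved the log2 fold change between -5.02 and -4.28. Without GR dim/dim replicate 3, the adjusted *p*-value from edgeR was 0.0510, the highest of all alternatives, and the lowest was 9.18e-70 without a filter on low counts. Exons of *Gm42793* on the same strand overlap 309 bases of *Spp1*, and *Gm42793* had 9, 6 and 13 counts in GR+/+ and 0, 0 and 1 in GR dim/dim libraries.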

We further investigated the DGEs and found that the most significant downregulated gene in lung samples from GR^dim/dim^ compared to GR^+/+^ mice after HS was *Spp1* (Figure 2a). The significantly reduced expression of *Spp1* in lungs of GR^dim/dim^ mice could be verified by qRT-PCR (Supplementary Figure S3a). Trends of reduced levels of the gene product of *Spp1*, osteopontin (OPN), were found on the protein level in the same lung tissue samples of GR^dim/dim^ mice that were used for RNA-sequencing (Supplementary Figure S3b) but not in the complete cohort of GR^dim/dim^ and GR^+/+^ mice after HS (Supplementary Figure S3c).

Interestingly, in lung tissue of GR^dim/dim^ mice, we found that STAT1 was significantly upregulated on RNA expression (Figure 2d) as well as protein level (Figure 3a) compared to GR^+/+^ after HS. STAT1 is a transcription factor, which impacts gene expression upon being phosphorylated (pSTAT1) [23]. In line with the increased STAT1 levels, significantly higher pSTAT1 levels were found in lung tissue of GR^dim/dim^ mice compared to GR^+/+^ after HS (Figure 3b). In endothelial cells, increase of pSTAT1 coincided with reduced expression of the inhibitor of apoptosis angiopoietin-1, *Angpt1* [24,25]. 

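*Angpt1* (ENSMUSG00000022309, chromosome 15 from 42424723 to 42676977) was expressed at 61.6 ± 10.7 CPM (SD, n = 3) in GR dim/dim and 106 ± 11.5 CPM (SD, n = 3) in GR+/+ lungs. The GR dim/dim libraries had 66.5, 69.1 and 49.3 CPM, all below the GR+/+ libraries with 98.2, 119 and 101 CPM (exact permutation test, *p* = 0.1, the smallest possible). The log2 fold change of -0.78 (standard error 0.18) had an unadjusted *p* of 0.00139 and an adjusted *p* of 0.175 in edgeR's quasi-likelihood test, and *Angpt1* was not a DEG there. It was a DEG with DESeq2 (adjusted *p* = 0.0276) and in edgeR without a filter on low counts (adjusted *p* = 0.0120). With edgeR's likelihood-ratio test, which was added after the data had been seen, the adjusted *p* was 0.0254. In the other edgeR fits the adjusted *p* lay between 0.0630 and 0.432. The log2 fold change stayed between -0.88 and -0.64 with any library left out, in edgeR and in DESeq2. An antisense gene, *Gm17473*, overlaps 737 bases of its exons.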

In lung tissue from GR^dim/dim^ mice, the increased pSTAT1 levels were accompanied with reduced expression of *Angpt1* compared to GR^+/+^ mice after HS as seen by RNA-sequencing (Figure 2d) and qRT-PCR (Figure 3c). *Angpt1* was shown to improve endothelial integrity after HS by inhibition of apoptotic signaling [12,25]. 

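Expression was compared for 18 genes that the paper's Figure 2d draws in relation to the apoptotic process. All 18 were higher in GR dim/dim lungs. Their log2 fold changes lay between 0.69 (*Cryab*) and 1.96 (*Osm*), with a median of 1.09 and standard errors of 0.15 to 0.45. *Inhbb*, which encodes an activin subunit (ENSMUSG00000037035, chromosome 1 from 119415465 to 119422248), was the 1 DEG among them in edgeR's test. It was expressed at 109 ± 34.5 CPM (SD, n = 3) in GR dim/dim and 30.4 ± 8.85 CPM (SD, n = 3) in GR+/+ lungs, a log2 fold change of 1.84 (standard error 0.28, adjusted *p* = 0.0423 from edgeR). It kept this call in 2 of the 6 fits that each left out one library. Over the 18 genes, the adjusted *p*-values from edgeR reached 0.343, while all 18 unadjusted *p*-values were under 0.05. All 18 also passed when adjusted over the list alone, which is not independent evidence, since the study drew these genes from DEGs of the same libraries. DESeq2 called all 18. Reads of *Gimap3*, *Pnp* and *Ifi204* are uncertain, since 17.6%, 27.9% and 46.0% of their transcripts are shared with related genes.

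**Figure D2:**
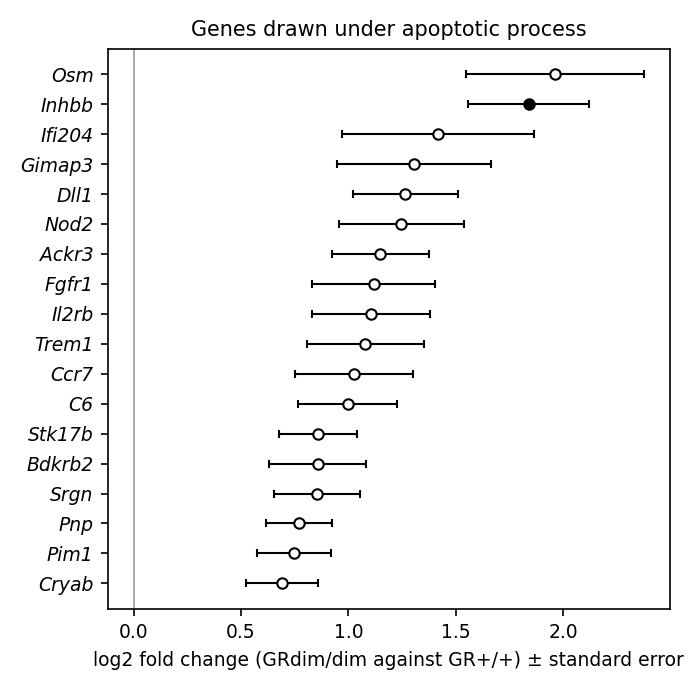
Log2 fold change between GRdim/dim and GR+/+ lungs (horizontal axis) of 18 genes that the paper's Figure 2d draws. Points are edgeR estimates, bars are standard errors and the filled point is the 1 DEG, Inhbb. All points lie right of 0, from 0.69 to 1.96.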

In line with reduced expression of *Angpt1*, 19 upregulated genes in lung tissue from GR^dim/dim^ mice after HS are annotated with the gene ontology (GO) term “apoptotic process” (GO ID GO:0006915, Figure 2d). For verification, we assayed apoptosis by fluorescent TUNEL staining to detect DNA fragmentation as marker for apoptosis. Significantly more TUNEL staining was detected in lung sections from GR^dim/dim^ mice compared to GR^+/+^ after HS (Figure 3d–j).

### 3.4. Enhanced Lung Inflammation in GR^dim/dim^ Mice after HS

Interestingly, we found several genes upregulated in the lungs of GR^dim/dim^ mice involved in the production and response to interleukin-1β (IL-1β) such as *Nod2* (processing of pro-IL-1β [26]) and *Ifi204* (mediator of toll-like receptor 4 (TLR4)-induced IL-1β production [27,28]) (Figure 2d). Furthermore, GO term mapping revealed that many of the 128 upregulated genes in lung tissue of GR^dim/dim^ mice were annotated with terms of cytokine and chemokine signaling (Figure 4a). 

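*Nod2* (ENSMUSG00000055994, chromosome 8 from 88647315 to 88688474) had 9.19 ± 0.784 CPM (SD, n = 3) in GR dim/dim and 3.89 ± 1.02 CPM (SD, n = 3) in GR+/+ lungs. Its log2 fold change was 1.25 (standard error 0.29, adjusted *p* = 0.180 from edgeR), and it stayed between 1.04 and 1.42 with any library left out. *Ifi204* (ENSMUSG00000073489, chromosome 1 from 173747293 to 173766943) had 27.9, 7.73 and 9.56 CPM in the GR dim/dim libraries and 5.68, 6.48 and 4.80 CPM in the GR+/+ libraries. Its log2 fold change of 1.42 (standard error 0.45, adjusted *p* = 0.343 from edgeR) fell to 0.62 without GR dim/dim replicate 1. Sequences shared with relatives such as *Ifi211* and *Mndal* make up 46.0% of the *Ifi204* transcript, so that reads of these genes cannot be fully told apart. Both genes showed no overlap between genotypes (exact permutation test, *p* = 0.1 each, the smallest possible). With DESeq2 both were DEGs, with adjusted *p*-values of 0.0102 for *Nod2* (up to 0.382 over all alternatives) and 0.0360 for *Ifi204* (0.000583 to 0.644 over all alternatives).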

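GO annotations were not used here. Instead, genes of the chemokine, interleukin, tumor necrosis factor, interferon and colony-stimulating factor families and of their receptors were taken by their symbols. Of 140 such genes tested with edgeR, 1 was a DEG with higher expression (*Tnfrsf10b*) and none with lower expression. This is 0.714% of the families, against 11 of 16428 other genes or 0.0670% (two-sided Fisher's exact test, *p* = 0.0968). At an unadjusted *p*-value under 0.05, 22 of the 140 genes (15.7%) and 792 of the others (4.82%) were higher in GR dim/dim lungs (two-sided Fisher's exact test, *p* = 1.27e-06), and 5 of the 140 were lower. With DESeq2, 9 of 139 family genes (6.47%) and 0.768% of the others were DEGs with higher expression (two-sided Fisher's exact test, *p* = 2.07e-06). Genes of a family can be regulated together and are not independent replicates.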

To verify the RNA-sequencing results, we measured cytokines and chemokines in bronchoalveolar lavage (BAL) samples of GR^dim/dim^ and GR^+/+^ mice after HS. GR^dim/dim^ mice had elevated levels of pro-inflammatory cytokines including IL-1β (Figure 4b) and chemokines such as MCP1 (enhancer of infiltration of monocytes) (Figure 4c) in BAL samples (Supplementary Table S2). Furthermore, we found increased iNOS levels in the lungs of GR^dim/dim^ mice compared to GR^+/+^ after HS. These data show that impaired GR function aggravates HS-induced lung inflammation.

## 4. Discussion

### 4.1. Functional GR Is Crucial for Lung Health in Resuscitated Shock

We previously showed that attenuation of HS-induced lung injury coincided with increased GR levels in lung tissue of swine [11], indicating lung-protective effects mediated by the GR during HS. The aim of the present study was to investigate the effects of dysfunctional GR signaling on the lungs during resuscitated HS. We reported earlier on the central role of intact GR signaling LPS-induced acute lung injury [8], TNF-α-induced systemic inflammation [5] and cecal ligation, and puncture-induced sepsis [29]. However, these studies investigated the role of the GR dimer in non-clinical settings without resuscitation. In our recent studies, we showed that impaired GR signaling aggravated pulmonary dysfunction in resuscitated endotoxemia [10,30] in a translational mouse intensive care setup [31]. Using the same MICU setup for resuscitation, we here showed that impaired GR function (GR^dim/dim^) led to a reduced lung compliance after HS (Figure 1b). The same phenotype was found in our previous study on endotoxemia in GR^dim/dim^ mice [10]. Therefore, it can be speculated that intact GR function plays a crucial role for lung function during resuscitated endotoxic shock as well as hemorrhagic shock.

### 4.2. Full Funtional GR Is Necessary for Repression of HS-Induced STAT1/pSTAT1

The reduced lung compliance of GR^dim/dim^ mice after HS (Figure 1b) coincided with increased STAT1 and pSTAT1 levels in the lungs of GR^dim/dim^ mice compared to GR^+/+^ mice after HS. HS is known to increase STAT1 and pSTAT1 levels in the lungs [32] and increased levels of STAT1 and pSTAT1 were found in intestinal epithelial cells (IECs) of GR^dim/dim^ mice after TNF-α challenge [33]. Repression of STAT1 transcription by GR was proposed to be the consequence of GR binding to IR negative glucocorticoid response elements (IR nGREs) [34]. In fact, Ballegeer et al. showed that the increased STAT1 levels in IECs from GR^dim/dim^ mice were the consequence of absent GR binding to IR nGREs of *Stat1* [34]. Accordingly, we hypothesize that the increased STAT1 and pSTAT1 levels in lungs of GR^dim/dim^ mice compared to GR^+/+^ mice after HS were the consequence of impaired GR dependent repression of *Stat1* transcription.

### 4.3. Increased Apoptosis in Lungs of GR^dim/dim^ Mice after HS

Activation of the JAK2/STAT1 pathway is known to drive inflammatory processes and cell death [35]. The elevated STAT1/pSTAT1 levels in lung tissue of GR^dim/dim^ mice (Figure 3a,b) coincided with increased expression of genes associated with apoptotic processes (Figure 2d) and reduced expression of *Angpt1* (Figure 2d and Figure 3c). *Angpt1* improves endothelial integrity by the inhibition of apoptotic signaling [12]. Reduced expression of *Angpt1* was reported in human endothelial cells to coincide with increased pSTAT1 [24]. In line with the reduced expression of *Angpt1*, we found increased apoptosis in lung tissue of GR^dim/dim^ mice compared to GR^+/+^ mice after HS (Figure 3d). Enhanced apoptosis accompanied by elevated pSTAT1 levels were reported in IECs of GR^dim/dim^ mice [33]. We therefore propose that in lungs of GR^dim/dim^ mice, the impaired GR failed to repress *Stat1* expression, which led to reduced expression of *Angpt1* and thereby to enhanced apoptosis.

### 4.4. Impaired GR Enhances HS-Induced Lung Inflammation

Overexpression of *Angpt1* was shown to protect mice from LPS-induced acute lung injury by reduced expression of pro-inflammatory cytokines in the BAL [36] and decreased lung damage via inter alia reduced swelling of alveolar walls [37]. Together with the reduced expression of *Angpt1* in lung tissue of GR^dim/dim^ mice, we found increased expression of genes associated with cytokine signaling in the lungs (Figure 4a) and increased pro-inflammatory cytokine levels in the BAL of GR^dim/dim^ mice compared to GR^+/+^ after HS (Figure 4b,c, Supplementary Table S2). Moreover, we found enhanced levels of the pro-inflammatory iNOS in lung tissue of GR^dim/dim^ mice compared to GR^+/+^ after HS (Figure 4d). HS was shown to increase iNOS in the lungs [38] and kidneys [39] of rats. In the kidneys, HS-induced iNOS coincided with increased pSTAT1 levels [39]. Increased iNOS levels in the lungs are associated with aggravated lung damage after HS [38,40] and during lung inflammation, reduced lung compliance was shown to depend on the pro-inflammatory protein iNOS [41]. Similar to the proposed regulation of *Angpt1*, we hypothesize that the impaired GR-dependent suppression of STAT1 led to enhanced levels of iNOS and pro-inflammatory cytokines and, therefore, to increased HS-induced lung inflammation in GR^dim/dim^ mice compared to GR^+/+^ mice.

## 5. Conclusions

We showed that impaired GR increased apoptosis and inflammation in the lungs and reduced the lung compliance after resuscitated HS in mice. Our findings suggest that functional GR signaling plays a key role in attenuation of lung injury during resuscitated HS via GR-STAT1-iNOS/*Angpt1* signaling (Figure 5). These findings support and extend our previous hypothesis that increased GR levels mediate lung-protective effects after HS [11]. The recognition of GR-dependent repression of STAT1 signaling as central mechanism for the attenuation of lung injury after HS reveals new potential targets for medical interventions of HS-induced lung injury.

## Figures and Tables

**Figure 1:**
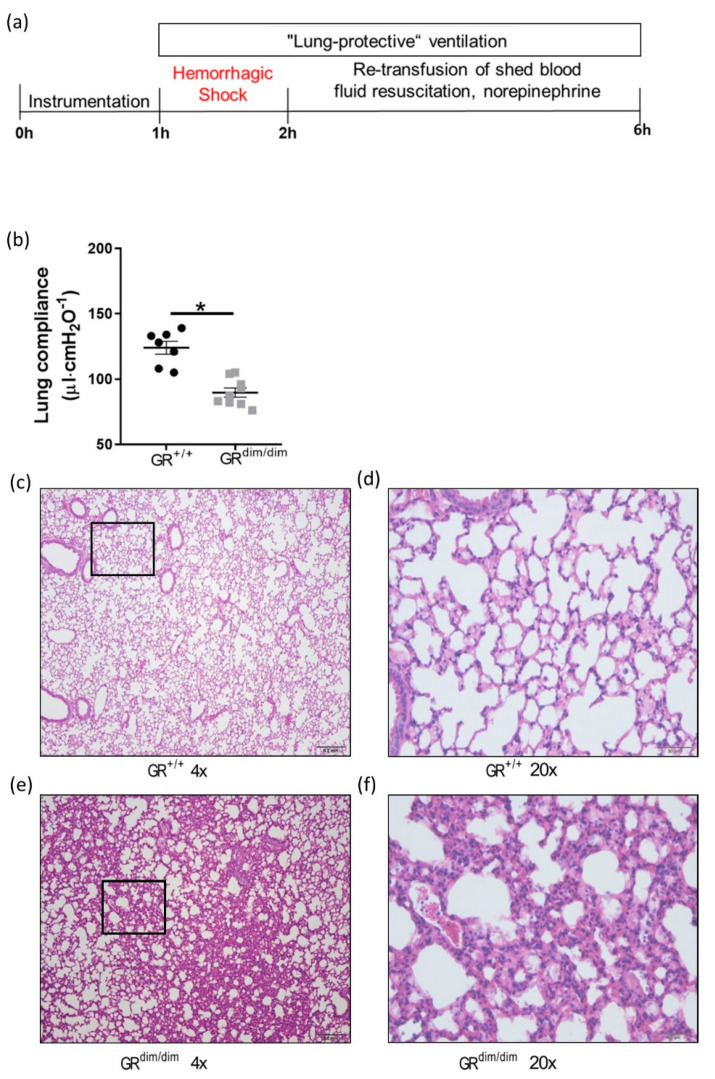
GR^dim/dim^ mice show pulmonary impairment after resuscitation from HS. (**a**) After instrumentation, all animals underwent HS followed by 4 h of resuscitation in MICU. After in total 6 h, the mice were euthanized for sample collection. (**b**) After HS, GR^dim/dim^ showed a reduced lung compliance at the end of the experiment as marker for impaired lung mechanics compared to GR^+/+^ after HS. (**c**) Exemplary hematoxylin and eosin (HE) stained lung section (4× magnification) from GR^+/+^ mouse with indicated area of (**d**) 20× magnification. (**e**) HE stained lung section of GR^dim/dim^ mouse (4× magnification) with indicated area of (**f**) 20× magnification. Quantifications are shown as mean with standard error of the mean (SEM). Significance was analyzed with unpaired Mann-Whitney and indicated according to * *p* < 0.05.

**Figure 2:**
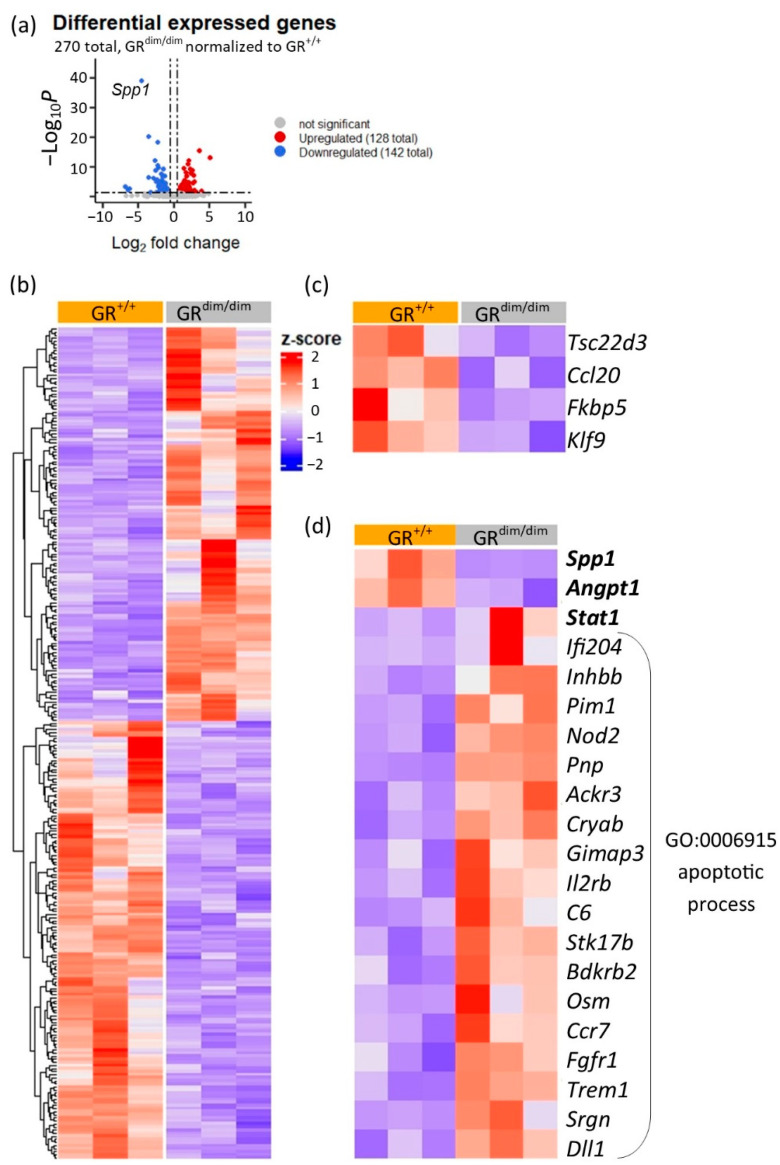
Bulk RNA-sequencing of lung samples from GR^dim/dim^ and GR^+/+^ mice after HS with subsequent resuscitation. (**a**) Up- and downregulated DEGs (thresholds: *p*-adjusted value < 0.05, fold change > 0.5) plotted by *p*-value (−Log_10_*P*) and fold change (Log_2_ fold change). (**b**) DEGs with a FDR < 0.05 z-score sorted for up- and downregulation relative to the expression level in GR^+/+^ lung tissue. (**c**) Heatmap of selected GR target genes showing impaired expression of GR target genes in lung tissue from GR^dim/dim^ mice. (**d**) Relative expression of *Spp1*, *Angpt1*, *Stat1* and genes upregulated in GR^dim/dim^ annotated with GO term “apoptotic processes”.

**Figure 3:**
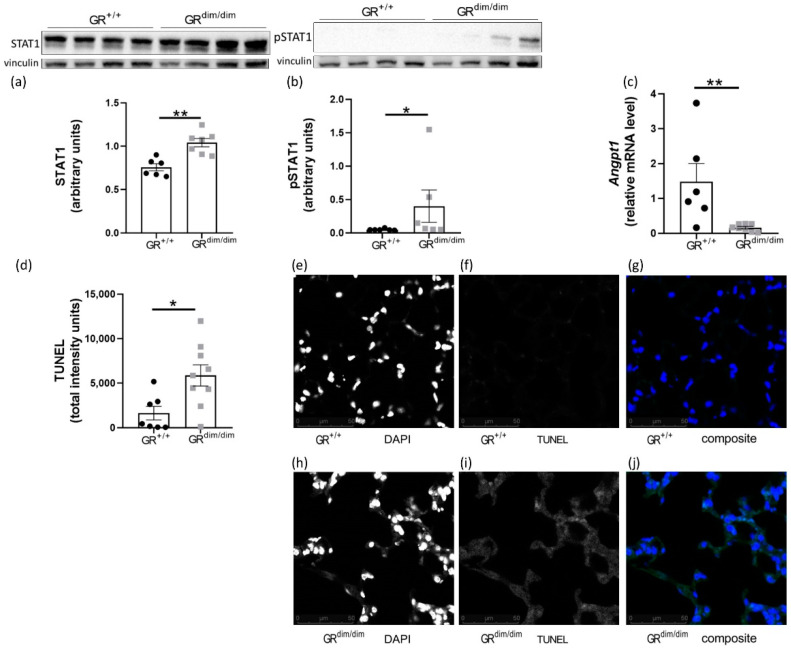
Increased apoptotic signaling in lungs from GR^dim/dim^ mice after HS. In lung tissue samples from GR^dim/dim^ mice, significantly (**a**) higher protein level of STAT1, (**b**) higher protein level of pSTAT1 and (**c**) reduced *Angpt1* expression was found compared to lung tissue of GR^+/+^ mice after HS. (**d**) Lung sections of GR^dim/dim^ mice showed stronger TUNEL staining indicating increased apoptosis compared to lung sections of GR^+/+^ after HS. Representative pictures at 40× magnification are shown for GR^+/+^ lung sections stained with (**e**) DAPI for detection of nuclei and (**f**) TUNEL (flourescein-dUTP) for detection of apoptosis and (**g**) both (composite). Representative pictures at 40× magnification are shown for GR^dim/dim^ lung sections stained with (**h**) DAPI, (**i**) TUNEL and (**j**) both. Only nuclear TUNEL signal was used for quantification. Data are shown as mean with SEM. Significance was analyzed with unpaired Mann-Whitney and indicated according to * *p* < 0.05, ** *p* < 0.01.

**Figure 4:**
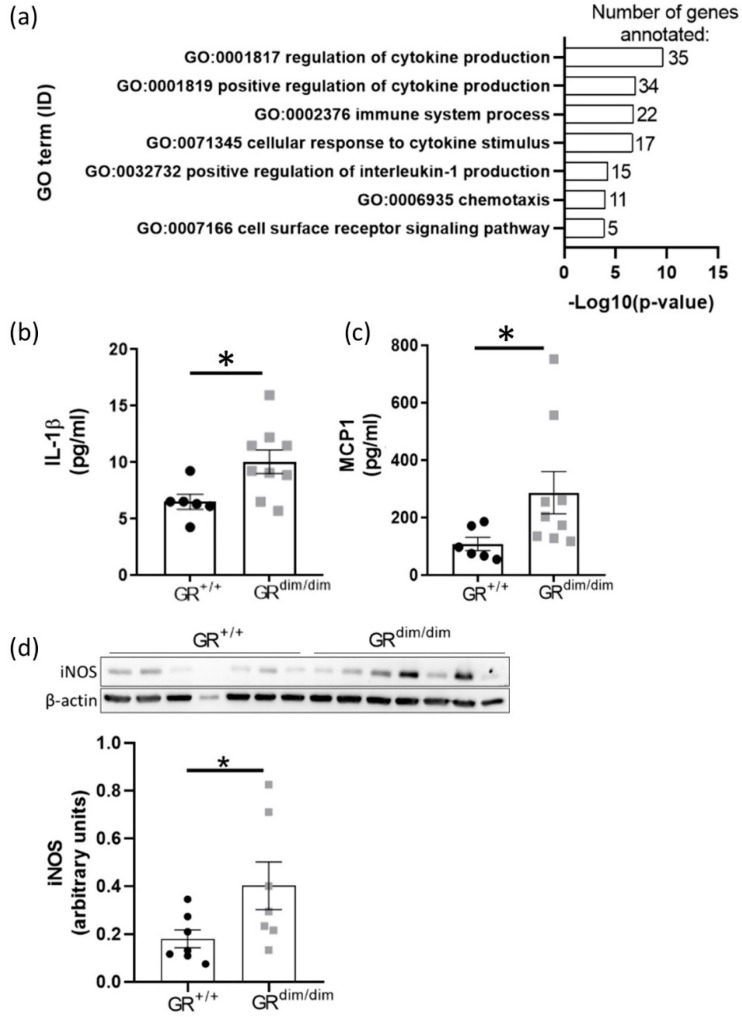
Enhanced cytokine and chemokine signaling in GR^dim/dim^ and GR^+/+^ mice after HS. (**a**) Gene ontology (GO) mapping of upregulated genes in lung samples from GR^dim/dim^ mice with indication of the gene number per GO term in the bars. The *X*-axis shows the significance for annotation with the respective GO term. (**b**) IL-1β and (**c**) MCP1 concentration in BAL samples obtained at the end of the experiment were increased in GR^dim/dim^ compared to GR^+/+^ mice. (**d**) GR^dim/dim^ mice had higher iNOS protein level in lung samples than GR^+/+^ mice after HS. Significance was analyzed with unpaired Mann-Whitney and indicated according to * *p* < 0.05.

**Figure 5:**
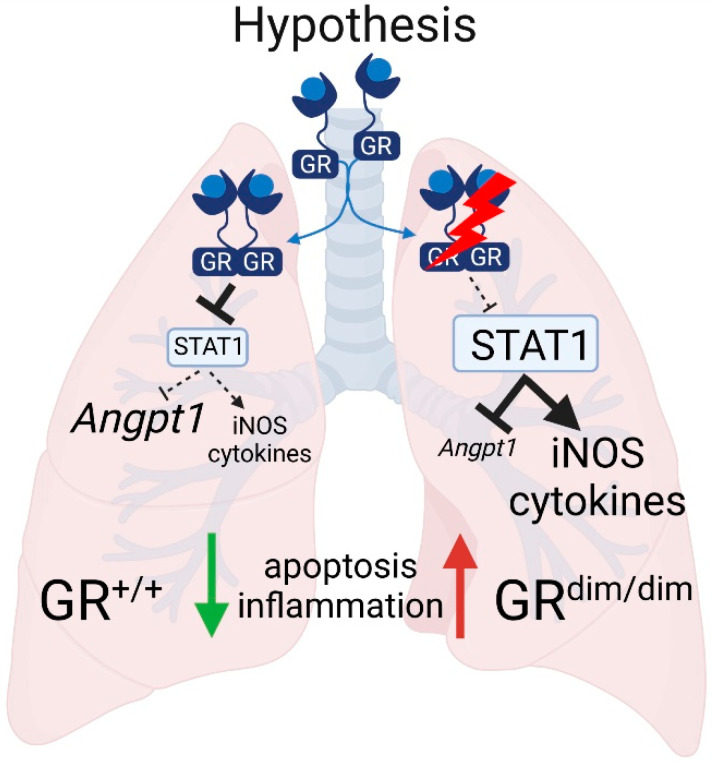
In resuscitated HS, the GC bound GR dimer may impact lung injury via repression of STAT1-dependent expression of the pro-inflammatory iNOS and enhanced expression of the lung-protective *Angpt1*. The figure was created with biorender.com (accessed on 23 December 2021).

**Table 1:** Quantification of the pathological grading of lung sections from GR^+/+^ (*n* = 7) and GR^dim/dim^ (*n* = 9) mice after HS with subsequent resuscitation. Data are shown as mean (SEM).

Parameters	GR^+/+^	GR^dim/dim^	*p*-Value
Alveolar membrane thickening	1.0 (0)	1.3 (0.15)	0.0799
Dystelectasis	10 (2.5)	6.4 (2.1)	0.3100
Emphysema	1.3 (0.18)	1.8 (0.22)	0.2290
Lymphocytes	1.0 (0)	1.1 (0.16)	0.8981
Macrophages	8.5 (0.96)	7.5 (0.53)	0.3583
Inflammatory alteration	1.4 (0.18)	1.7 (0.24)	0.3245

## Data Availability

Data is uploaded at GEO:GSE192414.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells11010112/s1, Figure S1: Albumin appearance on lung sections from GR^dim/dim^ and GR^+/+^ mice, PCO_2_, Horovitz-Index and survival rates of GR^dim/dim^ and GR^+/+^ mice after HS with subsequent resuscitation. Figure S2: Quality assessment bulk RNA-sequencing. Figure S3: qRT-PCR and western blot analysis of osteopontin in lung samples of GR^dim/dim^ and GR^+/+^ mice after HS. Table S1: Overview of all DGE found by RNA-sequencing of lung tissue samples from GR^dim/dim^ and GR^+/+^. Table S2: BAL cytokine levels of GR^dim/dim^ and GR^+/+^ mice after HS.

How the deposited data were processed for this re-analysis (not part of the article)

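RNA from the lungs of 3 GR+/+ and 3 GR dim/dim mice after HS and resuscitation was sequenced as poly(A)-captured libraries, one per mouse, by a commercial provider. The authors deposited raw read counts per gene for these 6 libraries, whole numbers without normalization or pooling. The aligner, the counting tool, the annotation release and the use of strand are not named in the paper's text. Of the 54532 genes in the deposited counts, 54409 were found in the GENCODE M21 annotation of GRCm38 and 53462 had identical coordinates and strand there, so coordinates are given in that build. No gene without a name and no other column of values was present. The genotype and number of each library come from the sample labels, which match the paper. The labels do not give the sex of single mice.

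Total counts were 16361747 to 32082940 in GR+/+ libraries and 15687734 to 24444604 in GR dim/dim libraries. At this depth, the spread between mice and not the counting error limits the precision of all but the lowest genes. How far the group size of 3 mice limits it was not tested. Libraries of one genotype were compared by a chi-square test of their counts, which gave 20.6 to 73.5 per gene and degree of freedom, where sampling noise alone gives 1. They were therefore used as separate replicates.

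Differential expression was computed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr, glmQLFit with robust estimation, glmQLFTest) and Benjamini-Hochberg adjustment over the 16568 genes tested. DESeq2 1.42.0, the tool the authors used for their own lists, was run as an alternative on all genes with default settings. Its default filtering target is 0.1, and it gave adjusted *p*-values for 16150 genes. CPM values are scaled by the TMM factors, and a prior count of 2 was added for log2 values. Standard errors of log2 fold changes were derived from edgeR's test. Each is the absolute log2 fold change divided by the square root of the test's F statistic. Exact permutation tests enumerated the 10 splits of the 6 libraries into 3 and 3. Distances and principal components used the 500 most variable genes.

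The genes named were set by a rule. It covers every gene the paper names from these libraries, *Nr3c1*, *Dusp1*, *Nos2*, *Il1b* and *Ccl2*. It also covers the 5 DEGs with the smallest adjusted *p*-values in each direction whose libraries do not overlap between genotypes, and the DEGs in the gene lists. A gene the paper names is not reported here. Gene lists were tested with limma 3.58.1 (camera with a preset correlation of 0.01, then fry and camera with an estimated correlation), with adjustment over 21 lists. These were the genes of Figures 2c and 2d, the cytokine and chemokine families, glucocorticoid-induced, interferon response, hypoxia response and immediate-early genes, and markers of neutrophils, B cells, T cells, NK cells, alveolar macrophages, club, ciliated, alveolar type 1 and type 2 cells, endothelial cells, fibroblasts, smooth muscle, pulmonary vein cardiomyocytes and erythroid cells. The lists, the rule, the design and the first set of alternatives were written before the data were examined, but after Supplementary Table S1 had been read.

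These first alternatives were RLE scaling, no filter on low counts, at least 10 counts in every library, DESeq2, the replicate number as a block, a covariate for sex-linked expression (*Xist* against Y-linked genes), no threshold on the fold change, and each library left out in turn. Added after the data had been seen were DESeq2 on all genes with a filtering target of 0.05 and edgeR's likelihood-ratio test. A correction for GC content and transcript length, libraries drawn down to the smallest total, and DESeq2 with each library left out were added then too. The added DESeq2 fit on all libraries used the same genes as the default one, and only the filtering target differed. Shared sequence was measured as the share of a transcript's windows of 31 bases that also occur in another gene's transcripts.

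The procedure was tested on 5 simulated data sets with 200 changed genes, drawn from the means and library sizes of these libraries. Only genes that had passed the filter were drawn, each with the dispersion that edgeR had estimated for it. edgeR's quasi-likelihood test, run on 16315 genes, recovered 33.8% of the genes changed 2-fold and 88% of those changed 4-fold, and 7.31% of its DEGs were false. DESeq2, run on 16568 genes, recovered 45.8% and 89.2%, and 19.8% of its DEGs were false. In 5 simulated data sets without any change, edgeR called a mean of 0.2 and DESeq2 of 4.2 genes. A list shifted on purpose was found in 5 of 5 simulations by camera and by fry, and of 100 random lists camera called 0 and fry 1. The genes of these simulated lists varied independently. In the measured lungs, the estimated correlation was 0.584 for B cell and 0.724 for ciliated cell genes. The simulations therefore do not show how often camera falsely calls lists of correlated genes.

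qRT-PCR, protein, histology and lavage measurements of the paper were not analysed here, and neither were GO annotations.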

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

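The lists of genes described here are not lists the paper discusses, although some of their genes are, and they passed limma's camera test (adjusted *p*-value under 0.05 over 21 lists). The tests on single libraries and on erythroid genes were chosen only after the results had been seen, and so were the abundant genes named for each list.

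Of the 21 lists, 12 passed camera, 8 with higher and 4 with lower expression in GR dim/dim lungs. Of the 10 splits of the 6 libraries into 3 and 3, 2 gave as many lists, and the other split, which is not the genotypes, gave 16. With limma's fry 2 lists passed, the apoptosis genes of Figure 2d and the GR targets of Figure 2c, both chosen by the study from these libraries, and with an estimated correlation 0 lists passed (2 at an unadjusted *p*-value under 0.05). The median log2 fold change of a list is therefore given as a description of these lungs, and no list below passed fry.

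Lymphocyte genes were higher in GR dim/dim lungs. The median log2 fold change was 1.23 over 16 B cell genes, all of them higher (adjusted *p* = 2.42e-13 from limma's camera). It was 0.98 over 11 NK cell genes, all higher (adjusted *p* = 1.78e-07 from limma's camera), and 0.73 over 17 T cell genes, 16 of them higher (adjusted *p* = 1.42e-07 from limma's camera). The most abundant B cell genes were *Ighm*, with 244 ± 150 CPM in GR dim/dim and 52.4 ± 21.5 CPM in GR+/+ lungs (SD, n = 3 each), and *Igkc*, with 193 ± 106 and 49.0 ± 13.9 CPM. *Tcf7*, the most abundant T cell gene, did not change (log2 fold change 0.08, standard error 0.28). *Gzma*, the most abundant NK cell gene, had 11.2 ± 2.18 and 5.64 ± 2.73 CPM. All 16 B cell, all 17 T cell and 9 of the 11 NK cell genes were above 1 CPM in GR+/+ lungs, so none of these lists is foreign to the tissue. Table S1 holds 4 of the B cell genes, 1 of the T cell genes and 0 of the NK cell genes, and none is in another list. The mean scaled level of the B cell genes was higher in each GR dim/dim library (0.32, 1.06 and 0.45) than in each GR+/+ library (-0.91, -0.02 and -0.89; exact permutation test, *p* = 0.1, the smallest possible). The T cell and NK cell levels overlapped between the genotypes, with GR dim/dim libraries from 0.11 and 0.22 and GR+/+ libraries up to 0.21 and 0.23 (exact permutation test, *p* = 0.2 each).

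A single library as the source of these lymphocyte values is argued against. The lowest median was 0.92 for B cell genes (without GR+/+ replicate 3), and 0.82 for NK cell and 0.60 for T cell genes (both without GR+/+ replicate 1). Blood left in the lung cannot be told apart from a change in the tissue. The median log2 fold change of 6 erythroid genes was 0.52, and it was -0.29 without GR dim/dim replicate 2, 0.83 without GR dim/dim replicate 1 and 1.06 without GR+/+ replicate 3. The list passed camera only without the latter 2 libraries and with the covariate for sex-linked expression (0.62). *Hbb-bs*, the most abundant of them, had 1490 ± 660 CPM in GR dim/dim and 1392 ± 938 CPM in GR+/+ lungs (SD, n = 3 each), a spread wider than the difference. Over the 6 libraries, the levels of erythroid genes did not follow the mean level of the B cell, T cell, NK cell and neutrophil genes (Pearson r = 0.0716, exact permutation *p* = 0.869; Spearman rho = 0.143, exact permutation *p* = 0.803; r = -0.470 without the 2 libraries farthest from the erythroid median; the only relation computed). This goes against blood, but 6 libraries are too few to exclude it. A lower share of all other cells cannot be excluded either. The medians of 8 lists of resident lung cells lay between -0.36 and 0.15, a range of 0.51, and 4 of the 28 pairs of these lists differed between genotypes at the smallest exact permutation *p* of 0.1. A larger number of lymphocytes in GR dim/dim lungs is a candidate explanation that stays open as a hypothesis. The paper's Table 1 grades lymphocytes in sections of the larger cohort and reports no significant difference.

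Interferon response genes (median log2 fold change 0.60 over 48 genes, 46 of them higher, adjusted *p* = 9.71e-09 from limma's camera) and neutrophil genes (median 0.85 over 17 genes, 16 higher, adjusted *p* = 1.42e-07 from the same test) were also higher. Table S1 holds 4 and 5 of them, 1 and 4 are in another list, and 48 of 48 and 16 of 17 were above 1 CPM in GR+/+ lungs. Here GR dim/dim replicate 1 may account for much of the difference. Without it, the medians were 0.21 for interferon response and 0.36 for neutrophil genes, although both lists still passed (adjusted *p* = 0.0100 and 0.00105 from limma's camera). The scaled level of interferon response genes was 0.98 in that library, against -0.09 and -0.06 in GR dim/dim replicates 2 and 3 and -0.40, -0.19 and -0.24 in GR+/+ libraries, so the genotypes did not overlap even without it, and this library as the whole source cannot be told apart from a difference in all 3. That of neutrophil genes was 1.11 there, against 0.02 and 0.07 in the other GR dim/dim and 0.03, -0.55 and -0.68 in the GR+/+ libraries. The most abundant neutrophil genes, *S100a9* and *S100a8*, had log2 fold changes of 0.95 and 1.26 (standard errors 0.38 and 0.57), and the most abundant interferon response gene, *Ly6e*, one of 0.45 (standard error 0.25). Why this mouse differs was not tested.

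Glucocorticoid-induced genes had a median log2 fold change of -0.24 over 32 genes, of which 11 were higher (adjusted *p* = 0.00125 from limma's camera). Of the 32 genes, all above 1 CPM in GR+/+ lungs, 4 are the GR targets of Figure 2c and 8 are in Table S1, and *Pdk4* was a DEG. The median stayed between -0.39 and -0.18 with any library left out, which argues against a single library as its source, but it was farthest from 0 without GR+/+ replicate 3 and nearest to 0 without GR+/+ replicate 1, where the adjusted *p* from camera was 0.0583. The most abundant genes of the list, *Dusp1* and *Cebpd*, were not lower (log2 fold changes of 0.47 and 0.92, standard errors of 0.34 and 0.33), so the list did not move as one.

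Of the other 3 lists, those of ciliated cell and of immediate-early and stress genes may rest on single libraries. Ciliated cell genes had a median log2 fold change of -0.36 over 13 genes, none of them higher (adjusted *p* = 0.00844 from limma's camera), and -0.0082 without GR+/+ replicate 3. Club cell genes had a median of -0.16 over 11 genes, 5 of them higher (adjusted *p* = 0.0365 from limma's camera), and 0.047 without the same library. Without GR dim/dim replicate 1 the medians were -0.17 and -0.06, and in these fits neither list passed. The club cell median was farthest from 0 without GR dim/dim replicate 2 (-0.29), and with at least 10 counts in every library it was -0.07 and did not pass (adjusted *p* = 0.135 from limma's camera). The scaled level of club cell genes was 0.19, 0.21 and 0.64 in GR+/+ and -0.26, -0.52 and -0.26 in GR dim/dim libraries, without overlap (exact permutation test, *p* = 0.1, the smallest possible). For this list a single library therefore cannot be told apart from a difference in all of them. The most abundant ciliated cell genes, *Foxj1* and *Dnah5*, had log2 fold changes of -0.70 and -1.06 (standard errors 0.29 and 0.48). The most abundant club cell genes, *Scgb1a1* and *Cbr2*, were not lower (0.23 and 0.06, standard errors 0.29 and 0.25). With the covariate for sex-linked expression, the medians of these 2 lists were -0.14 and -0.02 and neither passed. Immediate-early and stress genes had a median of 0.54 over 22 genes, 17 of them higher (adjusted *p* = 0.0197 from limma's camera), and 0.21 without GR dim/dim replicate 2. It was 0.49 without GR+/+ replicate 2, and the list did not pass without either library. *Jun*, the most abundant gene of this list, was lower (-0.90, standard error 0.24). All genes of these 3 lists were above 1 CPM in GR+/+ lungs, none is in another list, and 0 ciliated cell, 3 club cell and 2 immediate-early and stress genes are in Table S1. No biological explanation was tested for them.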

How the results depend on the processing

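DESeq2 on all genes with a filtering target of 0.05, the likelihood-ratio test, the correction for GC content and transcript length, equal library totals and DESeq2 with single libraries left out were chosen only after the data had been seen. RLE scaling, at least 10 counts in every library, no threshold on the fold change, the correction for GC content and transcript length and equal library totals left the number of DEGs between 28 and 33, against 28. The covariate for sex-linked expression gave 20 DEGs, of which 17 were among the 28.

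The tool and the removal of the filter on low counts changed every count of DEGs. The stricter filter of at least 10 counts in every library gave 29 DEGs, 12 higher and 17 lower. Without a filter on low counts edgeR gave 522 DEGs, 255 higher and 267 lower, with 264 shared with Table S1, 4 GR targets, 17 apoptosis genes and 14 genes of the cytokine families. In that fit the prior degrees of freedom for the dispersion were infinite for the median gene, against 6.38 with the filter. DESeq2 gave 274 DEGs, 132 higher and 142 lower, with 267 shared, 4 GR targets, 18 apoptosis genes and 9 cytokine family genes. DESeq2 on all genes with a filtering target of 0.05 gave 270 DEGs, 128 higher and 142 lower, with 269 shared, 4 GR targets, 18 apoptosis genes and 9 cytokine family genes. edgeR's likelihood-ratio test gave 245 DEGs, 117 higher and 128 lower, with 214 shared, 4 GR targets, 15 apoptosis genes and 7 cytokine family genes. With the covariate, 1 GR target (*Fkbp5*) passed; the cause was not tested.

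The fits that each left out one library gave 4 to 22 DEGs, 1 to 13 higher and 3 to 12 lower, and 4 to 20 shared with Table S1, with the lowest values without GR+/+ replicate 2. More were higher than lower, against 12 and 16 with all libraries, without GR+/+ replicate 1 (7 and 5), GR dim/dim replicate 1 (13 and 9) and GR dim/dim replicate 3 (9 and 5). The 6 fits called 0 to 1 GR target, 0 to 1 apoptosis gene and 0 to 1 cytokine family gene. Fewer libraries enter each of these fits. With DESeq2, the fits without one library gave 175 to 384 DEGs, the lowest without GR+/+ replicate 3 and the highest without GR dim/dim replicate 3. Here too the balance reversed, with more genes higher than lower without GR+/+ replicate 1, GR+/+ replicate 2 (108 higher and 84 lower) and GR dim/dim replicate 1 (128 and 125), against 58 higher and 117 lower without GR+/+ replicate 3.

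The log2 fold change of *Spp1* lay between -5.02 and -4.28 with one library left out in edgeR, and its adjusted *p* from edgeR was 0.0510 without GR dim/dim replicate 3. With DESeq2 it lay between -5.03 and -4.29. *Angpt1* (-0.78 in edgeR) passed without a filter on low counts (-0.78), with DESeq2 at either filtering target (-0.78) and with the likelihood-ratio test (-0.78). With one library left out it lay between -0.87 and -0.64 in edgeR and between -0.88 and -0.64 in DESeq2, where it passed without each of the GR dim/dim libraries and without none of the GR+/+ libraries.

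The log2 fold change of *Ccl2* reversed from 1.24 (standard error 1.15) to -0.85 with the covariate for sex-linked expression. GR dim/dim replicate 2 had 0 CPM of *Ccl2*. Replicates 1 and 3 of that genotype, which differ from it in sex-linked expression, had 4.64 and 7.62 CPM. The cause of the reversal was not tested. The log2 fold change of *Nr3c1*, -0.05, was 0.013 without GR+/+ replicate 3 and 0.057 without GR dim/dim replicate 3. It lay between -0.13 and 0.057 with any library left out, within its standard error of 0.17. Of the 36 named genes other than *Spp1* and *Angpt1*, 22 moved past the threshold without a filter on low counts. With DESeq2 21 did, and with the likelihood-ratio test 18, and none fell below it in these fits. With one library left out, 2 to 8 of the 36 lost their call, but most of the 36 had no call to lose. The 8 were lost without GR+/+ replicate 2, where only *Sult1a1* and *Cyp1a1* among the 36 kept a call.

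Of the gene lists, 2 passed with fry and 0 with an estimated correlation, against 12 with camera at its preset correlation. Both of the former tests use the correlation between the genes of a list. For fry, other differences from camera were not separated from this one. In the other fits of the lists 11 to 14 passed. The ratio of distances stayed between 1.06 and 1.21.

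The replicate numbers do not pair the libraries. The deviations of libraries with the same number correlated at 0.218, 0.0361 and -0.0548. With the replicate number as a block, edgeR gave 34 DEGs, 13 higher and 21 lower, of which 19 were among the 28, and 32 were shared with Table S1.

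The depth limits genes with few counts. With all libraries drawn down to 15687734 counts, 26 of the 28 DEGs kept their call.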

Differences from the paper's values

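The paper reports 270 DEGs, 128 upregulated and 142 downregulated, against 28, 12 and 16 with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2 with default settings gave 274, 132 and 142, within 1.5 times of the paper's values, and no other came within that range. Without a filter on low counts edgeR gave 522, 255 and 267, and the others gave fewer than 35 DEGs each. DESeq2 on all genes with a filtering target of 0.05, chosen after seeing the values, gave 270, 128 and 142. edgeR's likelihood-ratio test, also chosen after seeing the values, gave 245, 117 and 128. The paper's methods name DESeq2.

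The paper counts 19 upregulated genes under the apoptosis term, and 18 genes that its Figure 2d draws were analysed here. Of these 18, 1 was a DEG with edgeR. DESeq2 called 18 and edgeR without a filter on low counts 17, both set before the data were examined, and no other of these alternatives called more than 1. DESeq2 on all genes called 18 and the likelihood-ratio test 15, both chosen after seeing the values.

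The log2 fold changes of *Spp1*, *Angpt1*, *Tsc22d3*, *Ccl20*, *Fkbp5*, *Klf9*, *Nod2* and *Ifi204* differed from those of the paper's Table S1 by less than their standard errors, but the adjusted *p*-values did not match. For *Spp1* the paper's value is 6.91e-40, against 0.00337 with edgeR. For *Angpt1* the paper's adjusted *p* is 0.0293, against 0.175 with edgeR. Among the GR targets, the paper's adjusted *p*-values are 0.00743 for *Tsc22d3*, 0.00324 for *Ccl20*, 0.000533 for *Fkbp5* and 0.00192 for *Klf9*, against 0.175, 0.185, 0.103 and 0.131 with edgeR. For *Nod2* and *Ifi204* the paper's adjusted *p*-values are 0.0108 and 0.0383, against 0.180 and 0.343 with edgeR. Of the alternatives set before the data were examined, only DESeq2 came within 1.5 times of these values, with adjusted *p*-values of 6.44e-40 for *Spp1* and 0.0276 for *Angpt1*. It gave 0.00705 for *Tsc22d3*, 0.00305 for *Ccl20*, 0.000504 for *Fkbp5*, 0.00182 for *Klf9*, 0.0102 for *Nod2* and 0.0360 for *Ifi204*. DESeq2 on all genes with a filtering target of 0.05, chosen after seeing the values, gave the paper's adjusted *p*-values for all 8 genes, such as 0.0293 for *Angpt1*. All 8 genes were also DEGs in edgeR without a filter on low counts, and all but *Ifi204* were with the likelihood-ratio test, which was chosen after seeing the values. In edgeR, *Fkbp5* was also a DEG with the covariate for sex-linked expression and *Ccl20* without GR dim/dim replicate 1, both set before the data were examined. With DESeq2 and one library left out, chosen after seeing the values, *Angpt1* was a DEG without any one of the GR dim/dim libraries.

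The paper states that *Spp1* was the downregulated gene with the strongest significance. In edgeR's test *Sult1a1* ranked 1 and *Spp1* ranked 2 among the lower genes, with the same adjusted *p* of 0.00337 from edgeR, whereas in DESeq2 *Spp1* ranked 1 and *Sult1a1* ranked 3.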

Other observations

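Of the tests in this part, those on DESeq2's splits, on *Cyp1a1*, on GR+/+ replicate 3 and on the prior degrees of freedom were chosen only after the result had been seen.

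The genotypes gave more DEGs than any other split of the 6 libraries into 3 and 3, so that 1 of the 10 splits, that of the genotypes, gave as many, both with edgeR and with DESeq2. The other 9 splits gave 0 to 7 DEGs with edgeR and 1 to 53 with DESeq2. The 7 and the 53 came from the split that parts the libraries by sex-linked expression (*Xist* against Y-linked genes), at -8.22, -9.65 and -9.50 in GR+/+ replicate 1 and GR dim/dim replicates 1 and 3 and 8.90 to 9.53 in the others. The remaining 8 splits gave 0 to 1 with edgeR and 1 to 33 with DESeq2. With 10 splits the share cannot fall below 0.1, so that a chance arrangement of the mice cannot be told apart from an effect of the genotype by this count alone. A difference in sexes as the cause of the DEGs is argued against. With a covariate for sex-linked expression, the median absolute log2 fold change of the 28 DEGs was 0.958 times that without it (2.12 against 2.22), although 17 of the 28 kept their call. On the X and Y chromosomes lay 0 of the 28 edgeR DEGs and 9 of the 274 DESeq2 DEGs (3.28%), against 3.16% of the genes DESeq2 tested (two-sided Fisher's exact test, *p* = 0.861).

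The mice are of a mixed 129/SvEv and C57BL/6 background, so a segment around the mutated *Nr3c1* gene might differ by strain. Genes within 20 Mb of *Nr3c1* were not called more often. With DESeq2, 1 of 222 such genes (0.450%) was a DEG, against 273 of 15928 genes elsewhere (1.71%, two-sided Fisher's exact test, *p* = 0.191). Strain differences at other loci were not tested. A bias by GC content or transcript length is argued against as the cause of the DEGs, since 33 were found with both trends removed and 25 of the 28 kept their call. Depth is argued against in the same way, with 28 DEGs at equal library totals.

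DESeq2 gave 274 DEGs and edgeR's quasi-likelihood test 28 on the same counts. A candidate explanation is that the quasi-likelihood test allows for uncertain dispersions of single genes. edgeR's likelihood-ratio test, which shares its filter and scaling but makes no such allowance, called 78.5% of the DESeq2 DEGs (215 of 274), which is in line with it. In simulated data from these libraries, 7.31% of the DEGs of the quasi-likelihood test, 15.2% of those of the likelihood-ratio test and 19.8% of those of DESeq2 were false. The simulated counts were drawn with edgeR's own dispersion estimates, so these rates are not a neutral comparison of the tools. The mean numbers of DEGs there were 131.4, 156.4 and 168.4 in the same order. This gap is far narrower than 28 against 274, so the simulations did not reproduce it, and the allowance may not account for all of it. Without a filter on low counts, only 11.5% of the genes had a finite prior degrees of freedom, against 100% with it, and the test then treats the dispersions as nearly known, which is in line with its 522 DEGs.

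*Cyp1a1*, a target of the aryl hydrocarbon receptor, had one of the largest falls in GR dim/dim lungs, from 21.3 ± 4.05 to 1.76 ± 0.828 CPM (SD, n = 3 each), and the paper does not discuss it. Lower signaling of that receptor as the source would lower other targets too. The median log2 fold change of *Cyp1b1*, *Tiparp*, *Nqo1* and *Aldh3a1* was 0.16. The 4 values were -0.05, 0.34, -0.01 and 0.63 (standard errors of 0.27, 0.23, 0.26 and 0.20), so that none was lower beyond its standard error. This goes against lower signaling, but 4 genes with errors of this size could hide a small fall, so lower signaling of the receptor cannot be told apart from an effect on *Cyp1a1* alone.

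GR+/+ replicate 3, the deepest library, held more counts on ribosomal RNA genes than any other, 41.4 per 10000 counts against 1.89 to 4.84. Nearly all of them fell on a single gene, *CT010467.1*, with 4135 per 1000000 counts in that library. Mitochondrial ribosomal RNA was not highest in GR+/+ replicate 3, with 16.7 per 10000 counts against 10.5 to 19.1. *Rn7sk*, which has no poly(A) tail, was 20.0 times as high there as in the highest of the other libraries (10.7 against 0.109 to 0.532 per 1000000 counts), and *Malat1* had 2307 against 344 to 450 per 1000000 counts. A less complete poly(A) selection of that library might explain this. Such a cause would raise other RNA without a tail too. Shares of miRNA, scaRNA and misc_RNA genes were 5.07, 2.10 and 1.87 times those of the highest other library. Those of snRNA and snoRNA genes were only 1.21 and 1.02 times as high. Single genes weighed heavily on these shares. *Gm23935* had 2554 per 1000000 counts there (36.0 to 403 in the others), against 26.4 per 10000 for all miRNA genes. *Rn7sk* had 10.7 per 1000000, against 0.246 per 10000 for all misc_RNA genes. The ribosomal RNA, miRNA and misc_RNA shares therefore do not show a rise across these classes. Less complete selection cannot be told apart from other differences in the preparation.

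RNA of genes whose proteins the paper measured in larger cohorts was compared as well. *Il1b* had 64.9 ± 10.9 CPM in GR dim/dim and 37.1 ± 9.69 CPM in GR+/+ lungs (SD, n = 3 each), with a log2 fold change of 0.81 (standard error 0.22, unadjusted *p* = 0.00409, adjusted *p* = 0.262 from edgeR). *Nos2*, the gene of iNOS, had 7.71 ± 2.94 and 3.21 ± 1.54 CPM, with a log2 fold change of 1.29 (standard error 0.44, unadjusted *p* = 0.0152, adjusted *p* = 0.392 from edgeR). In both genes every GR dim/dim library lay above every GR+/+ library (exact permutation test, *p* = 0.1, the smallest possible), and both were DEGs only without a filter on low counts. *Ccl2*, the gene of MCP1, had 4.64, 0 and 7.62 CPM in GR dim/dim and 1.91, 2.34 and 0.953 CPM in GR+/+ libraries, which overlap. *Dusp1*, a GR target named in the introduction of the paper, had a log2 fold change of 0.47 (standard error 0.34, adjusted *p* = 0.731 from edgeR).

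Among the 269 genes of Table S1 matched to the counts, the spans of *Cacna2d4* and *Lrtm2* overlap on opposite strands, but their exons share 0 bases. Both were lower (log2 fold changes of -1.78 and -1.76). *Gm10032* had no count in any GR dim/dim library, which makes it at least 6.79-fold lower than in GR+/+ lungs. *Ighm*, *Tcf7* and the other abundant list genes, *Gm10032*, *Cacna2d4*, *Lrtm2* and the genes of the ribosomal and receptor comparisons were chosen after their values were seen.

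The remaining lists gave the following medians of the log2 fold change. The genes of Figure 2d had 1.09 and those of Figure 2c had -1.19, and the 140 genes of the cytokine and chemokine families had 0.29. Their adjusted *p*-values were 1.09e-20, 3.29e-06 and 3.86e-05 from limma's camera. The cytokine and chemokine list did not pass limma's fry (adjusted *p* = 0.240) or camera with an estimated correlation (adjusted *p* = 0.413). The medians were -0.20 for endothelial cells, 0.32 for pulmonary vein cardiomyocytes, -0.06 for alveolar macrophages, 0.15 for smooth muscle, 0.08 for the hypoxia response, -0.08 for alveolar type 1 cells, -0.06 for fibroblasts and -0.06 for alveolar type 2 cells. None of these 8 lists, nor the erythroid list, passed camera, with the smallest adjusted *p* of 0.0501 from limma's camera for endothelial cells. The endothelial list passed with at least 10 counts in every library (adjusted *p* = 0.0396 from limma's camera), with the replicate number as a block (0.0295), without GR+/+ replicate 3 (median -0.38, 0.000139) and without GR dim/dim replicate 2 (-0.35, 0.0143). Smooth muscle passed without GR+/+ replicates 1 (0.24) and 2 (0.31), alveolar macrophages without GR+/+ replicate 2 (-0.19) and pulmonary vein cardiomyocytes without GR+/+ replicate 2 (0.91) and GR dim/dim replicate 2 (0.60).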
